# Detection of genomic deletions in rice using oligonucleotide microarrays

**DOI:** 10.1186/1471-2164-10-129

**Published:** 2009-03-25

**Authors:** Myron Bruce, Ann Hess, Jianfa Bai, Ramil Mauleon, M Genaleen Diaz, Nobuko Sugiyama, Alicia Bordeos, Guo-Liang Wang, Hei Leung, Jan E Leach

## Abstract

**Background:**

The induction of genomic deletions by physical- or chemical- agents is an easy and inexpensive means to generate a genome-saturating collection of mutations. Different mutagens can be selected to ensure a mutant collection with a range of deletion sizes. This would allow identification of mutations in single genes or, alternatively, a deleted group of genes that might collectively govern a trait (e.g., quantitative trait loci, QTL). However, deletion mutants have not been widely used in functional genomics, because the mutated genes are not tagged and therefore, difficult to identify. Here, we present a microarray-based approach to identify deleted genomic regions in rice mutants selected from a large collection generated by gamma ray or fast neutron treatment. Our study focuses not only on the utility of this method for forward genetics, but also its potential as a reverse genetics tool through accumulation of hybridization data for a collection of deletion mutants harboring multiple genetic lesions.

**Results:**

We demonstrate that hybridization of labeled genomic DNA directly onto the Affymetrix Rice GeneChip^® ^allows rapid localization of deleted regions in rice mutants. Deletions ranged in size from one gene model to ~500 kb and were predicted on all 12 rice chromosomes. The utility of the technique as a tool in forward genetics was demonstrated in combination with an allelic series of mutants to rapidly narrow the genomic region, and eventually identify a candidate gene responsible for a lesion mimic phenotype. Finally, the positions of mutations in 14 mutants were aligned onto the rice pseudomolecules in a user-friendly genome browser to allow for rapid identification of untagged mutations .

**Conclusion:**

We demonstrate the utility of oligonucleotide arrays to discover deleted genes in rice. The density and distribution of deletions suggests the feasibility of a database saturated with deletions across the rice genome. This community resource can continue to grow with further hybridizations, allowing researchers to quickly identify mutants that harbor deletions in candidate genomic regions, for example, regions containing QTL of interest.

## Background

Mutants are critical tools for forward and reverse genetic approaches to dissect biochemical and metabolic pathways, and to determine gene function in plants. In the past few years, several strategies have been used to develop different rice mutant collections [1]. Although large collections of mutant lines were generated using T-DNA, *Ac*/*Ds*, and transposon insertions [1-3], they are limited to *japonica *rice varieties which are more amenable to transformation and regeneration than *indica *varieties. This is unfortunate, as *indica *varieties represent the predominant rice type grown in the world (~80%) and harbor many interesting traits important for rice production [4].

Genomic deletions induced by chemical and irradiation mutagens provide a rapid method to obtain a large mutant pool [5]. Advantages to these types of mutants are that they are relatively inexpensive to produce, any genotype can be used because there is no need for transformation, and the density of mutations generated allows for genome-wide saturation with relatively small populations. In rice, a collection of over 40,000 mutants induced by various chemical and irradiation strategies was developed in the *indica *rice cultivar IR64 [6]. IR64 was chosen because it is the most widely grown *indica *rice in Southeast Asia and because it contains a large number of valuable agronomic characteristics. The variety of mutagens was selected to ensure a collection with a range of deletion sizes, providing the opportunity to identify a mutation in a single gene or a deleted group of genes that might collectively govern a trait (e.g., quantitative trait loci, QTL). However, as the mutations in this collection are not tagged, time and labor intensive mapping strategies are needed to identify genes conferring interesting phenotypes. Alternative strategies for identifying untagged mutations have evolved in rice, with varying levels of technological difficulty and efficiency [7-12]. PCR-based strategies for reverse genetics use complex pools of mutant genomic DNA and PCR to detect deletions in genes of interest [7,8,11,12]. An example in rice is the 'deletagene' approach [8]. This approach requires an *a priori *hypothesis of what gene might be deleted. Further, it requires the design of flanking PCR primers that would amplify across a range of deletion sizes, because the size of the deletion and the number of genes in the deleted region would not be known. Targeting induced local lesions in genomes (TILLING) provides a reverse genetics technique to detect point mutations in genes of interest [9,10], but the detection and characterization of moderate to large deletions in rice remains tedious. None of these techniques are suitable for forward genetic screens.

With the completion of the rice genome sequencing projects and advances in microarray technology, comprehensive oligonucleotide microarrays are now available that can be used to discover genetic polymorphisms and deleted genes. Hybridization of genomic DNA to Affymetrix arrays has been used to discover single feature polymorphisms in Arabidopsis [13], rice [14], and barley [15]. Solid-support DNA arrays have been used for detection of deletions in the genome of Arabidopsis [16]. In addition, genomic DNA was hybridized to citrus spotted cDNA expression arrays to detect two hemizygous deletions induced by fast neutron in citrus [17]. Successful use of arrays for discovery of mutated genes is dependent on the proportion of the genome covered by the array, the size of the deletion (relative to the amount of coverage of an individual gene on the array), the complexity of the target genome. A key advantage of array hybridization is their potential for use in both forward and reverse genetics.

Our goal was to determine if oligonucleotide microarrays could be used to detect deletions mutations in rice, which has a genome size of 389 Mb [18], about three times the size of Arabidopsis. In a preliminary study, we used a proprietary custom Affymetrix oligonucleotide array [19] based on the Syngenta draft sequence of *Oryza sativa *ssp. *japonica *cv. Nipponbare [20], to show that hybridizing genomic DNA from mutants to oligonucleotide arrays could be used to identify known deleted regions in IR64, and therefore facilitate gene discovery (unpublished data). Although the chip was originally designed for use in expression-based experiments, the design was also ideal for genomic deletion detection because of the density of oligonucleotide probes for a given gene model (~11 probe pairs per gene model). The release of the Affymetrix Rice GeneChip^®^, which contains probe sets representing more than 50,000 transcripts  now provides a publicly available platform for hybridization-based deletion discovery.

In this study, we demonstrate the utility of the Affymetrix Rice GeneChip^® ^to discover deleted genes in rice. We describe a proof-of-concept experiment wherein we used hybridization intensity changes relative to wild type on a probe-by-probe basis to detect a known deletion on chromosome 5 in an IR64 mutant [6]. We demonstrate the utility of the technique as a tool in forward genetics in combination with an allelic series of mutants to rapidly narrow the genomic region and eventually identify a candidate gene responsible for a lesion mimic phenotype *spl1 *(spotted leaf 1). Finally, we align the positions of deletions in a total of 14 mutants onto the rice pseudomolecules in a user-friendly browser. The density and distribution of the deletions suggests the feasibility of creating a database describing a collection of available deletions in the genome. This community resource can continue to grow with further hybridizations, allowing researchers to quickly identify mutants that harbor deletions in candidate genomic regions containing QTL of interest. Previously reported array hybridization methods have focused on characterizing single feature polymorphism [13-15] or to identify deletions in forward genetics approaches [16,17,21]. We focus not only on the utility of this method for forward genetics, but also its potential as a reverse genetics tool through accumulation of hybridization data for a collection of deletion mutants harboring multiple genetic lesions.

## Results and Discussion

### Oligonucleotide microarray-based identification of deleted gene regions

The Affymetrix Rice GeneChip^® ^contains more than 55,000 probe sets representing 48,564 gene models based primarily on version two of the *japonica *cv. Nipponbare rice annotation provided by The Institute for Genomic Research (TIGR) and 1,260 *indica *transcripts . Although the oligonucleotides for the arrays were designed based primarily on *japonica *sequences and the IR64 mutant collection used in this study is an *indica *variety, all of our comparisons are based on changes in hybridization signals relative to the wild type IR64. Thus, differences in hybridization of *indica *rice DNA to *japonica *rice arrays are masked in the comparison.

To determine the efficiency of Rice GeneChip^® ^arrays to identify genomic deletions, we first analyzed the distribution of probes along the coding sequences. The data show a 3' bias in coding sequence representation (Figure 1). This is not unexpected as the array is designed to query expression data. However, promoters, introns and 5' genic regions are not or are less frequently queried in genomic DNA hybridizations as a result of the chip design, and deletions in these areas are thus less likely detected. Tiling arrays will likely provide better coverage of these regions.

**Figure 1:**
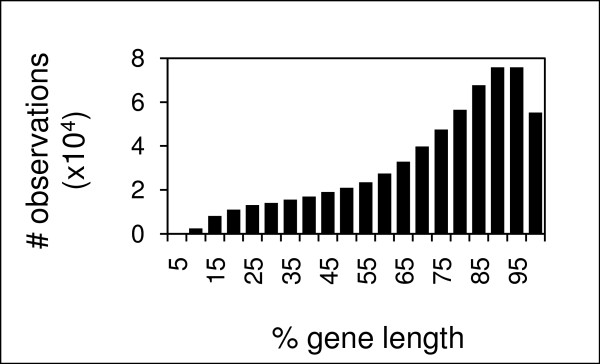
**Distribution of probes on the Affymetrix Rice GeneChip^® ^is biased to the 3' end of gene models**. Because absolute lengths of genes vary, the genes are represented as percentage of length. The Affymetrix probes were binned into 5% intervals along the gene length. The y axis represents the number of probes on the array within a bin.

### Array diagnostics and normalization

Prior to data analysis, the hybridization data was subjected to several diagnostic analyses. These include examination of variation in signal intensity, proportion of "present" calls, and any spatial anomalies (smudges, streaks, patches of extremely high or low signal) among the arrays [22]. Any arrays with a strong deviation from the wild type were discarded from the analysis. After passing diagnostics, a scale normalization of the data was performed. The log_2 _perfect match (PM) probe signals for each array were scaled such that the average for each array was the same as that for wild type. A benefit of this normalization method is that adding arrays to the analysis does not affect other arrays in the normalization scheme.

In preliminary studies, we tested the application of background correction to the data. However, while the background correction led to a higher power of detection, it also resulted in a higher false positive rate. This is because the background correction exaggerates probe level differences. While this is not a problem in "standard" microarray analysis, where probe values are summarized into a probe set summary statistic representing gene expression, it is a problem where probes are treated individually as in our analysis. For example, after background correction, roughly 3% of probes have a log_2 _ratio of -1 or less, but without background correction, less than 1% of probes have a log_2 _ratio of -1 or less. Thus, a background correction was not applied.

### Array hybridizations for detection of deleted regions

To reduce the costs associated with array-based deletion discovery, we explored the use of unreplicated hybridization data. 

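Genomic DNA of 16 mutant lines and of wild type IR64, from plants of 45 days, was hybridized to 1 array each, 17 arrays in all. By mutagen these are 11 gamma ray lines, 2 fast neutron lines (F1856 and F2045) and 3 DEB lines (D256, D1137 and D2943). The dwarf line d1 is counted as a gamma ray line, as in the paper, while the sample labels give DEB for it. The values used are, for each of 57194 probe sets and each array, the share of the perfect match probes (from 0 to 1) that the authors flagged as low against wild type, after scaling the perfect match signals to the wild type average and with no background correction. In 57008 probe sets the values of all arrays were multiples of 1/11 within 0.02, as sets of 11 probes give. The log ratio at which a probe was flagged is not stated beside the values. A probe set was called at a share of 0.5 or more. Of the probe sets, 22436 were paired with exactly 1 gene, 95 with several genes and 34663 with none. The genes were put in the order of the ASM3414082v1 assembly of japonica rice, with the median share over probe sets where a gene had several (3444 genes), which gave 17903 nuclear genes, the mitochondrial gene cob and the plastid gene atpI. The mean share over all probe sets ranged from 0.00684 in F1856 to 0.176 in G6989 and was 0.0745 in the wild type check. No line has a replicate among the arrays used, so tests across genes describe single arrays and not a population of plants.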

The proposed analysis makes use of the multiple probes contained in each probe set. During the development phase, we performed replicate hybridizations of DNA from two different rice mutants (G650 and F1856), and determined that the use of a stringent log ratio [= log_2 _(mutant PM probe signal intensity/wild type PM probe signal intensity)] cutoff for a high proportion of probes within a probe set was almost equivalent to the use of a p-value cutoff. In addition, False Positive Rates (FPR1 and FPR2, based on two different methods of estimation described in Table 1) and True Positive Rates (TPR) were calculated to establish the parameters for calling deletions (Table 1). The FPR and TPR were determined from PCR-confirmation of deletions and non-deletions predicted from 14 array hybridization experiments. For example, using a log ratio cutoff ≤ -0.8 for at least 50% of probes in a probe set, we observed an FPR1 of 0, an FPR2 of < 0.0001, and a TPR of 0.767. 

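On the wild type check array, LOC4338090 on chromosome 5 was the 1 nuclear gene called, at a share of 0.545. RGA1, the gene deleted in d1, had a share of 0 on that array, and CYP71P1, the cytochrome P450 gene of the spl1 region, a share of 0.136. Over all probe sets, 11 were called, which is 0.0192% of the array (95% exact Clopper-Pearson interval 0.0096 to 0.0344%, counting error only). With a share of 0.4 or more as the threshold the wild type count was 90, and with 0.6 or more it was 0. The probe signals behind the shares were not analysed here, so the opposite sign (wild type check above its reference) has no count. The sample labels name the wild type check as the reference of all 17 arrays, its own included. An array set against itself would have no flagged probe, so with 11 called sets this label cannot hold for the check. Which wild type array or average served as the reference of the check and of the lines is not clear.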

While this information indicates that it is suitable to use a single array hybridization per mutant, replicates are recommended for the wild type line to ensure data consistency and allow for error rate examination based on wild type by wild type comparisons.

**Table 1:** True and false positive rates (TPR and FPR, respectively) for different log ratio [log_2_(mutant PM probe intensity/wild type PM probe intensity)] and (a) proportion (probes flagged/total probes in probe set).

**Log_2 _ratio**	**Proportion**	**TPR^b^**	**FPR1^c^**	**FPR2^d^**
-0.6	0.4	0.833	0.012	0.0015
-0.6	0.5	0.800	0	< 0.0001
-0.6	0.6	0.767	0	0
-0.6	0.7	0.600	0	0

-0.8	0.3	0.833	0	0.001
-0.8	0.4	0.833	0	0.0002
-0.8	0.5	0.767	0	< 0.0001
-0.8	0.6	0.633	0	0

-1	0.3	0.833	0	0.0002
-1	0.4	0.800	0	< 0.0001
-1	0.5	0.667	0	0
-1	0.6	0.600	0	0

^a^Analysis based on PCR confirmation 30 deletions and 82 non-deletions using primers described in Additional file 3.

^b^TPR was calculated as the proportion of PCR-confirmed deletions that are correctly called by the analysis.

^c^FPR1 is the proportion of PCR-confirmed non-deletions, that are correctly called deleted by the analysis.

^d^FPR2 is the proportion of probe sets meeting defined log ratio and proportion combinations for the wild type replicates, i.e., log_2_(WT_1_/WT_2_) and for log_2_(WT_2_/WT_1_).

The analysis used for deletion discovery allowed flexibility, depending on the end-user's tolerance for false positives or negatives. In this study, the specific parameters (log ratio and proportion) were selected using Table 1 as a guide. The log ratio [= log_2_(mutant probe signal intensity/wild type probe signal intensity)] for each probe was first determined and log ratios for flagging probes were selected at less than or equal to -0.6 or -0.8. Probe sets that had more than a defined proportion of probes (0.4–0.5), i.e., those with a log ratio ≤ -0.6 or -0.8, were called as potential gene model deletions.

As an example of the process for detecting deletions, we hybridized genomic DNA from a rice dwarf mutant *d1 *with a known deletion in the single copy *RGA1 *gene, previously shown to be responsible for the dwarf phenotype [23], to a single array. The mutation was induced by gamma radiation and confirmed using PCR and DNA blot analysis (data not shown). We predicted a deletion on chromosome 5 that contains the gene model Os05g26890, the *RGA1 *gene (Figure 2). 

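RGA1, which encodes the alpha subunit of the heterotrimeric G protein, had 10 of 11 probes flagged in d1, a share of 0.909. The same probe set had no flagged probe in the wild type check, in the 3 DEB lines or in G650, G9799 and F1856. Its share was 0.182 in F2045, 0.273 in G282 and 0.364 in G6989, below the threshold of a call in each. RGA1 was thus called in 1 of the 16 lines. With 1 array of d1 there is no spread between replicates to set the share against.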

Nine of eleven probes in the Os05g26890 probe set showed a log ratio ≤ -0.8, or a proportion of 0.82, identifying *RGA1 *as deleted.

**Figure 2:**
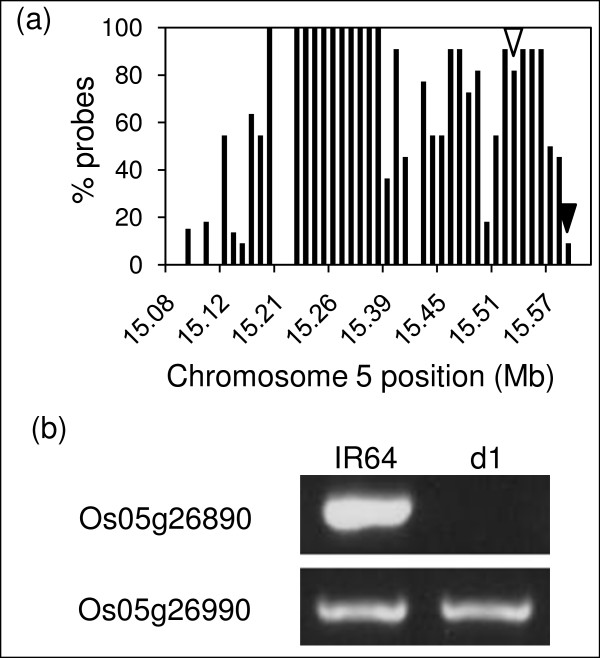
**Mutant line d1 contains a ~500 kb deletion on chromosome 5 encompassing the *RGA1 *gene**. a) Gene models in the region show a high percentage of probes with log_2_(mutant probe intensity/wild type probe intensity) ≤ -0.8, indicating a large deletion. b) PCR confirmation of the deletion of *RGA1 *(Os05g26890) relative to wild type (indicated by an open arrowhead in part a) and PCR confirmation of the right border of the deletion (Os05g26990) relative to wild type (indicated by a closed arrowhead in part a). The left border was not resolved.

In addition to the deletion of *RGA1*, 44 other gene models were predicted to be deleted in the *d1 *mutant line at log ratio ≤ -0.8 for 50% or more of probes. 

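In d1, 13 of the 17903 measured nuclear genes were called. RGA1 and 5 further genes lie together on chromosome 5. The other 7 are spread over 6 chromosomes: LOC4328285 (share 0.818) and LOC4328532 on chromosome 2, LOC4337198 (0.636) on chromosome 4, LOC4339433 on chromosome 5, LOC4342716 on chromosome 7, LOC107278854 on chromosome 9 and LOC4349131 (0.636) on chromosome 10. All 7 were called in at least 1 more line, 6 of them in G282 and 5 in G650. The mitochondrial gene cob (share 0.818) and the plastid gene atpI (0.636) were also called in d1. Their median of 0.727 stood at percentile 100 among 10000 random gene lists of the same size. The same genes stood at percentile 99.96 in G650, 99.89 in G282, 99.87 in F2045 and 79.29 in G9799. A median of 2 genes hides that they differed in these lines. G650 had atpI at 0.818 and cob at 0, and G282 had atpI at 0.364 and cob at 0.727. In F2045 atpI had 0.0909 and cob 0.545, and in G9799 they had 0 and 0.182. Both genes were called together only in d1 among these lines. In F1856 both had a share of 0, below which no list can lie, so the percentile of 0 there comes from ties. Each gene is measured by 1 probe set, with a name that begins with OsAffx and ends in _s_at (cob) or _x_at (atpI). At the level of probe sets 371 were called, and 80.6% of these are sets whose names begin with OsAffx, against 44.6% of the sets on the array. Only 22 of the 371 are paired with exactly 1 gene, so most calls have no place on a chromosome here.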

An aggregation analysis was used to automate identification of genomic regions with an overrepresentation of gene models predicted to be deleted, and the models were mapped to a genome browser . 

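On chromosome 5 of d1, 6 neighbouring measured genes were called with no uncalled gene among them. LOC4338442 and CIPK18, a CBL-interacting protein kinase, had all probes flagged (share 1.00). LOC4338446 followed at 0.727, and LOC9271122 and LOC9269781 had 0.545 each; RGA1 is the last gene of the run. In the wild type check the median share of the same 6 genes was 0, and over the other lines their mean share was 0.0768. Of the other lines, G6989 had CIPK18 called and D1137 had LOC4338446 called, at 0.636 each. A window of 50 measured genes held 6 of the 13 called genes (one-sided Fisher's exact test, p = 5.88e-13, Benjamini-Hochberg adjusted over 708 windows of this array 2.08e-10). The count is of measured genes: gene models with no paired probe set are not in it.

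**Figure D1:**
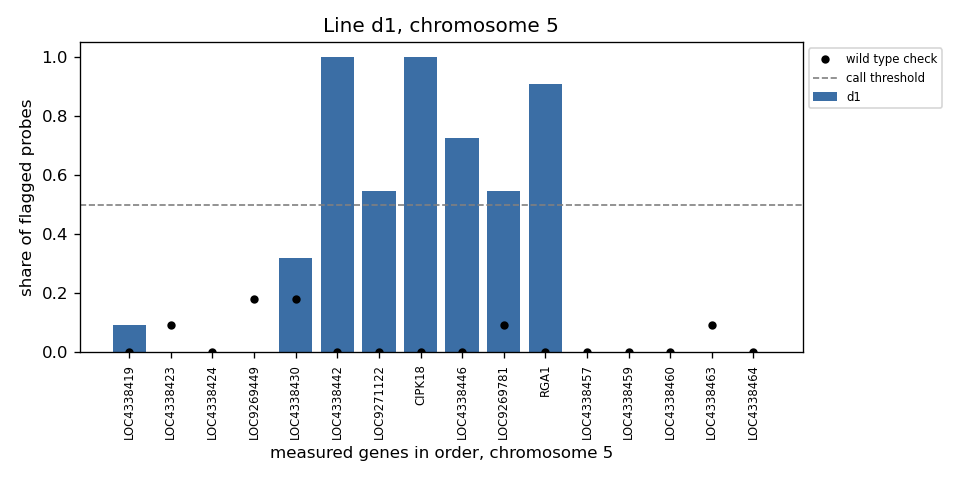
Share of flagged probes (bars, d1; points, wild type check) for measured genes in their order on chromosome 5, with the threshold of 0.5 as a dashed line. The 6 genes from LOC4338442 to RGA1 stand above the threshold and their neighbours below it.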

The analysis revealed a large deletion in the *d1 *line on chromosome 5 spanning 30 gene models including the *RGA1 *gene (Figure 2). 

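Beyond RGA1, the next 5 measured genes (LOC4338457, LOC4338459, LOC4338460, LOC4338463 and LOC4338464) each had a share of 0 in d1. On the other side of the run, the nearest measured gene, LOC4338430, had a share of 0.318, with 0.0909 and 0.545 for its 2 probe sets. LOC9269449, LOC4338424 and LOC4338423, next to it, had a share of 0. With the highest share over probe sets in place of the median, LOC4338430 is called as well. Its share was higher in G282 (0.591) and G650 (0.409) than in d1, so its flagged probes are not particular to d1. From the excess of called gene models in this region by the aggregation analysis, the paper concludes that d1 carries a large deletion that includes RGA1. It also reports PCR and DNA blot evidence for the loss of RGA1, and PCR for the right border of the deletion. Os05g26926 and Os05g27050 have no pairing to a measured gene in the tables used and were not analysed here.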

One end of the *d1 *chromosome 5 deletion is predicted to fall between the two TIGR v5 loci Os05g26926 and Os05g27050. The other end of the deletion could not be reliably predicted because of the presence of multiple adjacent repetitive elements. A second large deletion was detected in the *d1 *mutant line on chromosome 2 (see browser).

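On chromosome 2, 2 of 2125 measured genes were called in d1, LOC4328285 and LOC4328532 (share 0.545). They do not lie near each other: no window of 50 genes held more than 1 of them (one-sided Fisher's exact test, p = 0.0357, adjusted p = 1). G282 had both genes called, with shares of 0.909 and 0.682, and so had G650, with 0.818 and 0.591. The called probe sets of d1 that are paired with 1 gene of chromosome 2 number 6, of which 3 were called in G650 and 5 in G282. Probe sets with no gene, which make up most calls of d1, could not be placed.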

In total, 14 rice mutants were screened using single array hybridizations and the putative deletions were mapped in a chromosome-by-chromosome display that shows the distribution of mutations across the 12 rice chromosomes . The browser allows for selection of different log ratio cutoffs, providing flexibility in data analysis. For example, in the total set of mutants, for probe sets with 50% or more probes showing a log ratio less than or equal to -0.6, the number of putatively deleted gene models ranged from 2 to 359 (Table 2). 

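Among the lines with no cluster of 3 or more called genes, the highest shares belonged to single genes. LOC4348022 (0.909) led in G6603, ahead of LOC4325077 and LOC9269875 (0.727 each). In G7534 LOC4348931 reached 0.909, and LOC4335126 and LOC4343522 reached 0.636. G6728 had LOC4325077 (0.636) and LOC4345721 (0.545), and the DEB line D256 had LOC9270871 (0.727) and LOC4346956 (0.545). The DEB line D2943 had LOC4326222, LOC4342729 and LOC4344545, all at 0.545, and G6485 had no called nuclear gene. LOC4345721 was called in 5 of the 12 lines outside the spl1 radiation set, and LOC4325077, LOC4334994 and LOC4349700 in 4 each. Over the 14 lines of Tables 2 and 3, called probe sets ranged from 8 in D2943 to 990 in G282, with 17 in D256, 18 in G6728, 23 in G6485, 32 in both G6489 and G6686, 90 in G7534 and 141 in G6603. These counts rest on 1 array a line and moved by over 1.5 times with a threshold of 0.4 or 0.6 in all of the named lines except G6489 at 0.4.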

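Of the 16 lines, 15 had more called probe sets than the wild type check. The lines with most calls were G6989 (1461), G282 and D1137 (824), and of these G6989 and G282 also had the highest mean share over genes outside called clusters (0.214 and 0.143). In G650 and F1856 that mean share was 0.00368 and 0.00346. Over the lines, calls and this mean share gave Pearson's r = 0.815 (permutation p = 0.00214) and Spearman's rho = 0.508 (permutation p = 0.0461). Without G6989 and G282, the 2 lines farthest from the median, r was 0.108 (permutation p = 0.696) and rho 0.264 (permutation p = 0.358), so the relation rests on those lines. Calls and this mean share are taken from the same shares, so part of a positive relation is built in. The wild type check had a mean share of 0.0815 outside clusters and 11 calls. The relation of calls to this mean share was the 1 of its kind that was computed.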

At this stringency, putative deletions were detected in all mutant lines, though some lines had many more than others. In mutant (G282), a high number of deletions were detected (Table 3). 

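In G282, 237 nuclear genes were called, on all 12 chromosomes: 34 on chromosome 2, 27 each on chromosomes 3 and 7, 26 on chromosome 1 and between 11 and 21 on each of the others. Their median length was 4266 bp, against 3526 bp for all measured genes (two-sided permutation p = 0.0002). On chromosome 4 LOC4334979, LOC4334989 and LOC4334994 form a cluster of 3 with 5 uncalled genes among them, and its best window did not pass the test (one-sided Fisher's exact test, adjusted p = 1). LOC4334994 was called in D1137, G7534 and G6989 too. cob had a share of 0.727 in G282, and atpI 0.364. With each array centred on its own median, 460 probe sets remain called in place of 990.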

Increasing the stringency to log ratio -0.8 for 50% or more probes in a probe set revealed 89 deleted gene models in G282, with 43 deleted gene models on chromosome 7, suggesting a large deletion. 

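Chromosome 7 of G282 held 14 neighbouring called genes from LOC4342244 to LOC4342269 with no uncalled measured gene among them. LOC4342247 had a share of 1.00 and LOC4342265 of 0.955. LOC4342244, LOC4342250, LOC4342251, LOC4342259, LOC4342264, LOC4342266 and LOC4342267 had 0.909 each, and LOC9267609 had 0.864. The lowest shares were those of LOC4342248 and LOC4342269 (0.818), LOC4342249 (0.727) and OsPP2C61, a protein phosphatase 2C gene (0.545). Just outside, LOC4342242 had a share of 0 and LOC4342270 of 0.0909. The median share of the run was 0.909, against 0.0909 in the wild type check. A window of 50 genes held 15 called genes (one-sided Fisher's exact test, p = 6.42e-17, adjusted over the windows of this array 2.27e-14). From the many deleted gene models on this chromosome the paper proposes a large deletion in G282, and it reports PCR evidence for that deletion.

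**Figure D2:**
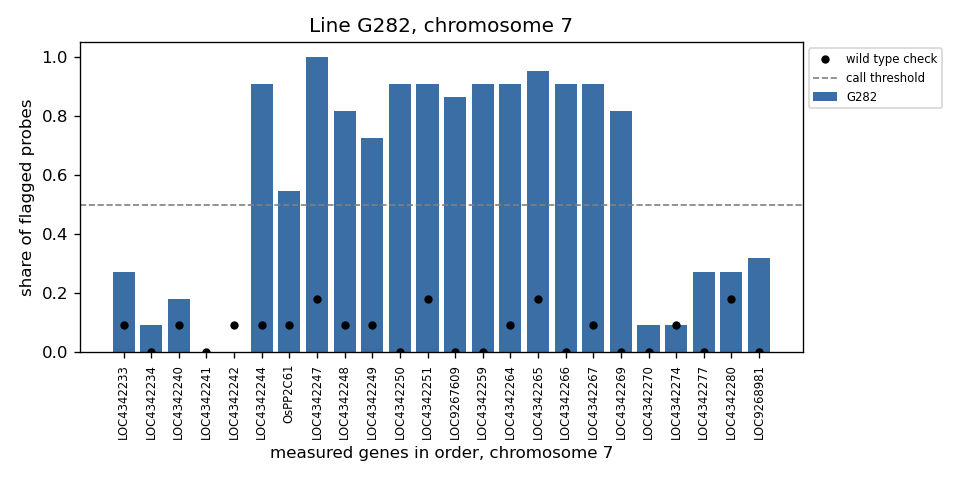
Share of flagged probes (bars, G282; points, wild type check) for measured genes in their order on chromosome 7, with the threshold of 0.5 as a dashed line. All 14 genes of the run stand above the threshold and the 5 genes on either side below it.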

The large deletion on chromosome 7 in G282 was also predicted by aggregation analysis to contain 46 gene models (Figure 3). This number is greater that the total number of deletions detected on chromosome 7 because not all probe sets within the putative deletion showed log ratio and proportions above the threshold. The deletion was confirmed by PCR. Large deletions detected in other mutants are shown in the browser.

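Clusters of neighbouring called genes were also present in G6489 and G6686. In G6489, 5 genes in a row on chromosome 10 were called: LOC4347941 (share 0.909), LOC4347936 (0.864), PDX12 (0.818), which belongs to the genes of vitamin B6 synthesis, LOC4347940 (0.682) and LOC4347935 (0.545). These are the only nuclear genes called in that line, and their window had an adjusted p of 9.79e-11 (one-sided Fisher's exact test). In G6686, LOC4332980 (0.727), LOC4332988 (0.682), LOC4332981, LOC4332986 and LOC9272415 (0.636 each) were called on chromosome 3, with 1 uncalled gene among them (adjusted p = 7.64e-08, same exact test); LOC4348076 on chromosome 10 had the highest share of the line, 0.909. F1856 had all probes flagged at LOC4328533 and LOC4328539 on chromosome 2, a pair singled out after its values were seen. No window passed the test in D256, D2943, G6485, G6603, G6728 or G7534.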

**Table 2:** Number of deletions predicted on each chromosome in 14 individual IR64 mutants at log ratio < -0.6 for 50% or more probes in a probe set.

Chr	**Number of deleted gene models predicted per IR64 mutant line at log ratio < -0.6 for 50% or more probes in a probe set**														
	d1	D256	D2943	G282^a^	G650	G6458	G6489	G6603	G6686	G6728	G7534	G9799	F1856	F2045	Total

1	11	0	0	64	11	0	0	5	2	0	1	0	0	0	30
2	16	0	0	38	16	1	1	4	0	1	2	0	7	1	49
3	7	0	0	37	3	4	4	9	8	4	4	0	0	4	47
4	18	0	0	24	14	3	3	5	1	3	6	0	2	4	59
5	41	0	0	34	12	3	2	6	0	2	5	0	0	2	73
6	9	0	0	20	8	2	2	5	0	2	4	0	0	2	34
7	4	0	1	62	2	1	1	7	1	1	1	0	0	1	20
8	5	0	1	20	8	0	4	4	0	1	2	0	1	0	26
9	9	1	0	21	6	2	2	4	0	2	2	0	0	2	30
10	25	0	0	16	22	4	11	4	1	4	8	1	2	4	86
11	3	0	0	27	0	3	4	8	1	3	5	0	0	3	30
12	20	1	0	26	21	1	1	2	1	1	1	28	28	27	132

Total	168	2	2	359	123	24	35	63	15	24	41	29	40	50	616

^a^Deletions predicted for G282 are not included in totals. Because the number of predictions is large, to reduce FPR, a higher stringency (for example, log ratio < -0.8 for 50% or more probes in a probe set) is recommended for this mutant.

**Table 3:** Predicted probe set deletions using various combinations of log_2 _ratio and proportion (probes flagged/total probes) or adjacent probes including TPR and FPR rates as described in Table 1 and Additional file 2.

**Mutant line**	**Count of probe sets predicted to be deleted for different proportion (Prop) and log ratio (LR) combinations**				**Count of probe sets predicted to be deleted for different run length (RL)^a ^and log ratio (LR) combinations**		
	LR = -0.6 Prop = 0.5	LR = -0.8 Prop = 0.5	LR = -1.0 Prop = 0.3	LR = -1.0 Prop = 0.4	LR = -0.8 RL = 3	LR = -1 RL = 2	LR = -1 RL = 3

d1	168	45	50	39	63	66	39
D256	2	0	0	0	1	11	0
D2943	2	0	0	0	2	2	1
G282	359	89	139	69	333	560	109
G650	123	46	29	19	55	45	23
G6485	24	0	0	0	0	2	0
G6489	35	5	5	1	7	7	2
G6603	163	0	0	0	54	30	3
G6686	15	5	9	8	10	14	5
G6728	24	0	0	0	4	15	1
G7534	41	2	2	2	46	35	5
G9799	29	25	28	24	34	55	24
N1856	40	36	40	33	36	41	30
N2045	50	17	22	19	26	37	21
WT check	10	0	1	0	16	88	3

TPR	0.800	0.767	0.833	0.800	0.800	0.833	0.800
FPR1	0	0	0	0	0	0	0
FPR2	0.0002	< 0.0001	< 0.0001	< 0.0001	0.0008	0.004	0.0002

^a^Run length is group of adjacent probes within a probe set that meet a defined log ratio cutoff.

**Figure 3:**
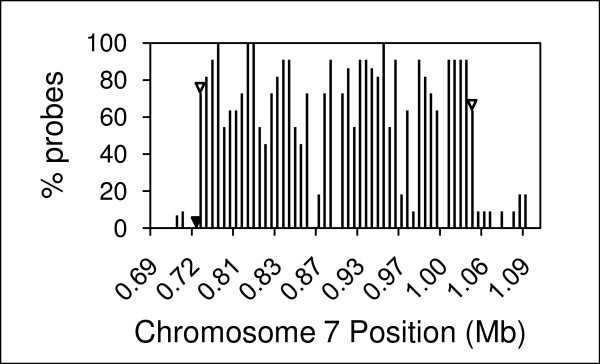
**Confirmation of a ~300 kb deletion on chromosome 7 in mutant line G282 as predicted by array hybridization using log ratio cutoff of < -0.8 for 50% or more of probes in a probe set**. Open arrowheads indicate deletions in gene models confirmed by PCR. The closed arrowhead indicates a gene model confirmed to be present by PCR.

### Identification of overlapping mutated regions to target gene discovery

The rice mutant lines induced by chemical or irradiation strategies likely contained multiple deletions in the genome. We tested if hybridization of DNA from multiple mutant lines that exhibit a phenotype of interest could provide convergent data to identify the mutated region responsible for the phenotype and limit that region to the fewest gene models. Four mutants exhibiting the *spl1 *lesion mimic phenotype were selected as proof of concept. Two mutants had been genetically confirmed by complementation testing to be allelic at the *Spl1 *locus (G650 and F1856). Two additional mutants were included that displayed the *spl1 *phenotype, but had not been genetically confirmed (G9799 and F2045). 

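In the 4 radiation lines with the spl1 phenotype, the called nuclear genes numbered 10 in G650, 11 in G9799 and 12 in each of F1856 and F2045. Those of G650 were 4 neighbours on chromosome 12 and LOC4328285, LOC4328532, LOC4337198, LOC4339433, LOC4346036 and LOC107278854 on other chromosomes, 5 of which d1 had called too and 4 G282. In G9799 all 11 lay on chromosome 12. Called probe sets numbered 273 in G650, 110 in F2045, 54 in G9799 and 48 in F1856. They sum to 485, or 385 different probe sets. Sets with names that begin with OsAffx made up 70.3% of the calls of G650 and 73.6% of those of F2045.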

For the four mutants, we predicted a total of 242 gene models to be deleted throughout the genome (Table 2). However, the four mutants showed overlapping deletions only on chromosome 12, and these deletions were located within the region where the *spl1 *mutation was previously mapped [24] (Figure 4). 

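The genes called in all 4 lines were LOC4351938, LOC4351940, LOC4351944 and CYP71P1, which lie next to each other on chromosome 12. LOC4351944 had the highest shares, 1.00 in G650 and F1856 and 0.909 in G9799 and F2045. LOC4351940 had 0.818 in G650 and 0.727 in the others, and LOC4351938 had 0.727 in F1856, 0.636 in G9799 and 0.545 in G650 and F2045. CYP71P1, a cytochrome P450 gene that converts tryptamine to serotonin, had 0.682 in G650 and F1856 and 0.636 in G9799 and F2045. Over the 12 other lines the highest share at any of these genes was 0.364. When the calls of each line were moved along the gene order by random offsets, none of 100000 draws gave a shared gene (one-sided circular shift permutation p = 1e-05, the smallest these draws can give). By the labels all lines have the same wild type as reference, which can add shared calls; of the 1819 other sets of 4 lines none shared 4 genes and the highest count was 2, and 100 simulations that kept each line's number of called genes and drew flags from the mean shares of the other lines gave no shared gene (independent lists of these sizes: 2.76e-09).

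**Figure D3:**
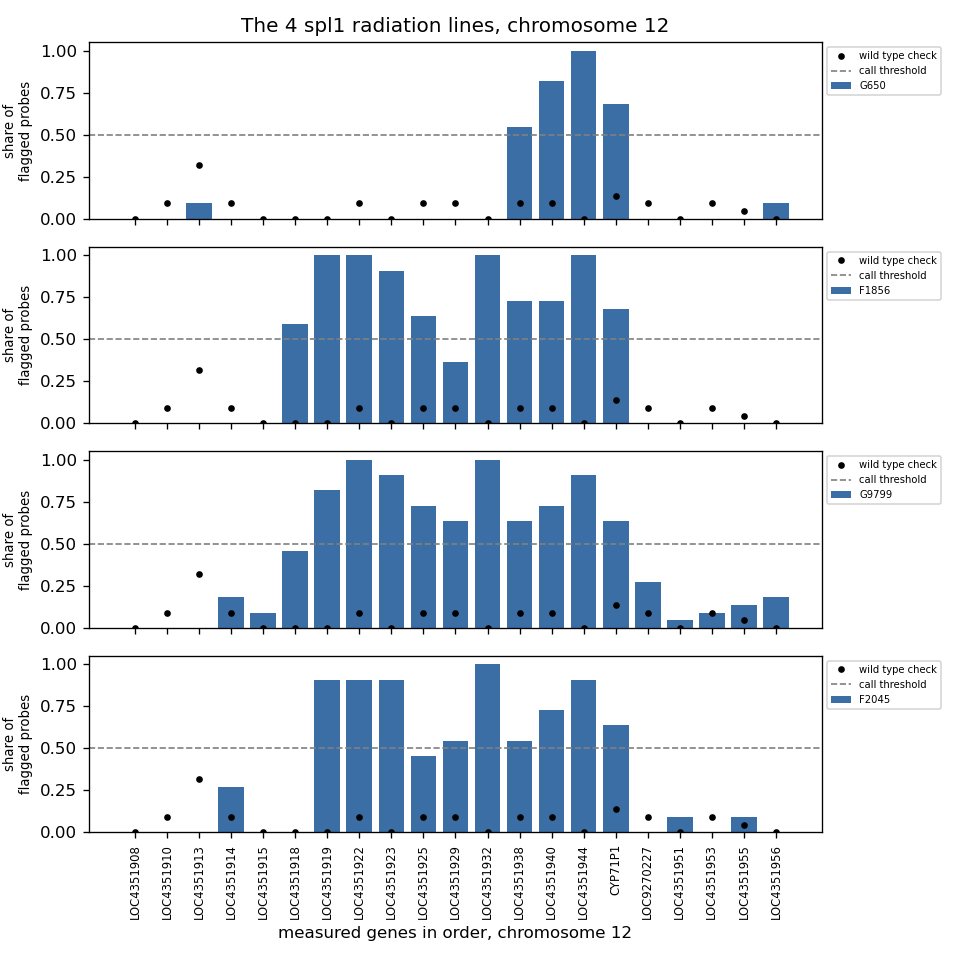
Share of flagged probes (bars, each line; points, wild type check) for measured genes in their order on chromosome 12, with the threshold of 0.5 as a dashed line. LOC4351938, LOC4351940, LOC4351944 and CYP71P1 are above the threshold in all 4 lines.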

Selected candidate gene models predicted to be deleted in this region were validated by PCR. Thus, with a total of four hybridization experiments (one per mutant line), the location of the mutation conferring the phenotype was narrowed to a 70 kb region (21 gene models) on chromosome 12.

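The clusters of the 4 lines end at the same called gene, CYP71P1, and differ at the other end. Past CYP71P1, LOC9270227 had a share of 0 in G650, F1856 and F2045 and of 0.273 in G9799, where 2 of its 6 probe sets had all probes flagged, so with the highest share over probe sets it is called in G9799. In G650 the cluster begins at LOC4351938, in G9799 and F2045 at LOC4351919 and in F1856 at LOC4351918. It takes in 4 called genes in G650, 10 in G9799, 10 in F1856 and 9 in F2045. LOC4351932, LOC4351922, LOC4351923 and LOC4351919 were called in all lines but G650, where each had a share of 0, and LOC4351932 had all probes flagged in the other lines. The interval common to the lines is therefore set by G650 at LOC4351938: without G650 the lines share 8 genes, and without any other line 4. LOC4351938 loses its place in the shared list with a share of 0.6 or more and, at 0.455 in G650 and F2045, with the wild type check subtracted, and the list then begins at LOC4351940. At the level of probe sets 14 were called in all 4 lines, 11 of them in no other line, and 5 of the 14 are paired with 1 gene. From the overlap of deletions in separate mutants of 1 phenotype, the paper reasons that the mutation behind spl1 lies in the shared region. It also draws on the earlier mapping of spl1, complementation tests that made G650 and F1856 alleles of spl1, and PCR of selected gene models. Later TILLING of a chemically induced mutant and sequencing add to this in the paper. The count is of measured genes, since sizes on the assembly used here need not equal those of the paper's annotation.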

**Figure 4:**
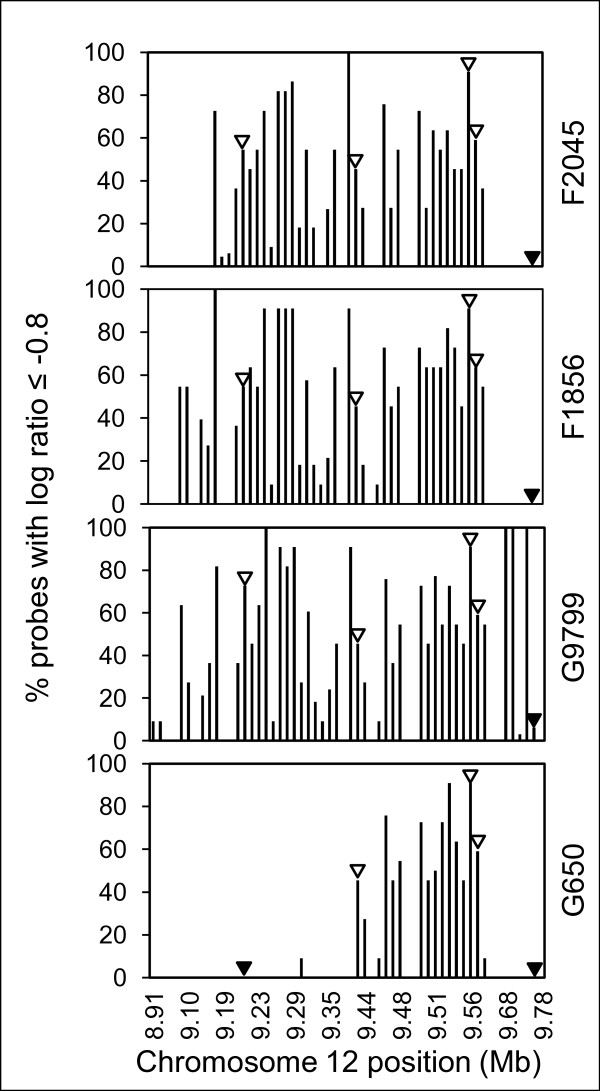
**Array-based deletion discovery identifies allelic relationships among *spl1 *mutants**. Hybridization of genomic DNA from two confirmed allelic *spl1 *mutants (G650 and F1856) and two mutants showing the distinctive *spl1 *lesion mimic phenotype (G9799 and F2045) identified overlapping deletions in all four lines on chromosome 12. A log ratio cutoff of ≤ -0.8 for 50% or more of probes in a probe set was used. Open arrowheads indicate deletions in gene models confirmed by PCR. Closed arrowheads indicate gene models confirmed to be present by PCR.

Due to their small size, the diepoxybutane-derived (DEB) mutations were not reliably detected by array hybridization. However, they and ethylmethanesulfonate-derived (EMS) mutants were useful for confirming the location of the *spl1 *gene after delimiting the mutation to a few gene models by array hybridization. 

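CYP71P1, at which the DEB lines D1137 and D2943 carry base changes according to the paper, was not called in either: its share was 0.182 in D1137 and 0 in D2943, as in D256. LOC4351938, LOC4351940 and LOC4351944 had shares of 0 in all DEB lines. D1137 had 302 called genes, led by LOC4348259 (share 1.00), LOC4325816 and LOC4329278 (0.909 each). Its largest clusters hold 3 genes, such as LOC4344035, LOC4344044 and LOC4344051 on chromosome 7 with 9 uncalled genes among them, and no window passed the test (lowest adjusted p = 0.132, one-sided Fisher's exact test). The 3 DEB lines had a mean of 283 called probe sets and a median of 17, the 13 radiation lines a mean of 280.2 and a median of 90 (difference 2.77, two-sided exact permutation p = 1, smallest possible 0.00179). With d1 counted as a DEB line, as the labels have it, the medians were 194 for 4 DEB lines and 72 for 12 radiation lines and the difference of means 32.3 (exact permutation p = 0.881). Over the lines of Tables 2 and 3, which leave out D1137, the means were 12.5 for 2 DEB lines and 182 for 12 radiation lines (exact permutation p = 0.165, smallest possible 0.011). The paper attributes the unreliable detection to the small size of DEB mutations.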

TILLING experiments using E16923 (shows *spl1 *phenotype) focused on gene models within the predicted deletion, and, after sequencing, revealed a point mutation resulting in an in-frame, premature stop codon in the first exon of Os12g16720, a member of the cytochrome P450 gene family (Figure 5). Sequencing of the entire gene from two DEB-derived mutants D1137 and D2943 (confirmed to be *spl1 *alleles by genetic complementation [25]) also showed single nucleotide polymorphisms (SNPs) in the Os12g16720 gene model. These SNPs were predicted to result in amino acid changes within the gene product that could cause the *spl1 *lesion mimic phenotype (Figure 5).

**Figure 5:**
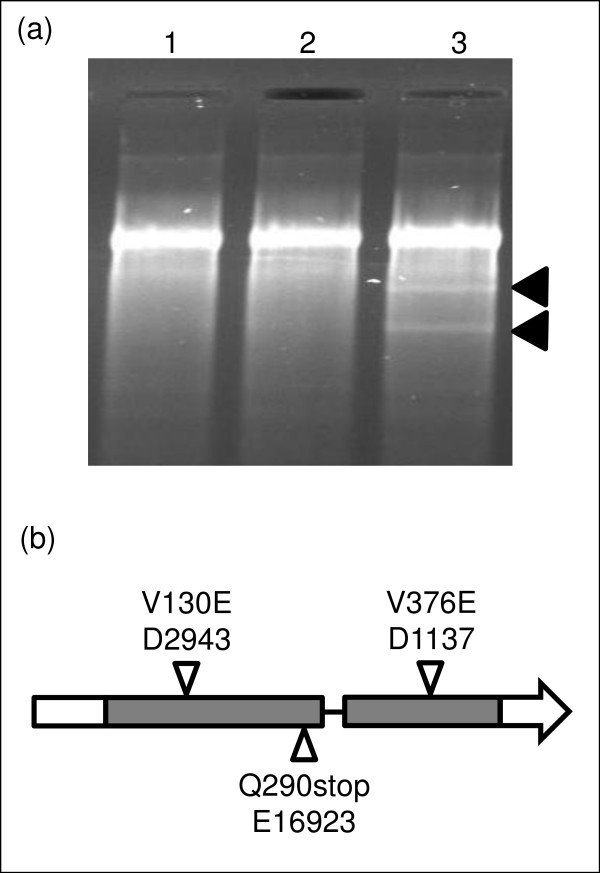
**Identification of a cytochrome P450 family member as a candidate for *Spl1***. Candidate genes located in the *Spl1 *region by array hybridization (Figure 4) were screened for SNPs in an EMS-generated mutant showing the *spl1 *phenotype by TILLING. (a) Detection of heteroduplex by TILLING between DNA for the rice mutant E16923 and wild type parent IR64 PCR products specific for LOC_Os12g16720 (a cytochrome P450 family member). Lanes 1 and 2 are CEL1 treatments of IR64 and E16923 amplicons, respectively. Lane 3 shows the activity of CEL1 enzyme on a heteroduplex generated between IR64 and E16923 amplicons. (b) Sequencing the amplified cytochrome P450 family member from E16923 confirmed the presence of a SNP at position 290 that resulted in a stop codon. Sequence data from two DEB mutants, D1137 and D2943, showing the *spl1 *phenotype revealed SNPs in LOC_Os12g16720 that caused amino acid changes.

### Prediction of deletion sizes

We estimate that gamma ray and fast neutron produce both large (70 to 500 kb, Figures 2, 3, 5) and small deletions (see browser) within a single gene model. 

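Among the runs that passed the window test, 3 held an uncalled measured gene, 1 each. In F1856, LOC4351929 on chromosome 12 had a gene share of 0.364, with 0, 0.364 and 1.00 for its 3 probe sets, the first of which ends in _s_at and the second in _x_at. F2045 had a share of 0.455 at LOC4351925 in the same region. The run of G6686 on chromosome 3 holds LOC4332989, uncalled at 0.0909. Neither the run of d1 on chromosome 5 nor that of G282 on chromosome 7 holds an uncalled measured gene. Single probe sets can still be uncalled there: in G282 the lowest of the 4 sets of LOC9267609 had a share of 0.455. Probe sets with no paired gene are not in these runs, so breaks at such sets could not be seen here.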

Sometimes, in what appeared to be large deletions, we observed apparently undeleted probe sets bracketed by deleted probe sets (e.g., in Figure 2 note the break in the deleted region in mutant *d1*). On closer inspection, several of these probe sets were found to be improperly mapped, gene family members or repetitive elements.

### Limitations

Though array hybridization and analysis proved a powerful tool for identifying deletions in rice, a limitation to the use of this method is the difficulty in detecting deletions in gene family members and other repetitive elements. An advantage of using mutagens that result in large deletions is the possibility of detecting mutations knocking out tandem-duplicated gene family members – a difficult mutation to obtain by traditional mutagenesis methods. Additionally, during mutagenesis, it is possible for large fragments of DNA to recombine in remote locations in the genome. Such a case has been demonstrated in the analysis of a gamma ray-induced mutation (G978), where a deletion event occurred on chromosome 12, followed by reintegration of part of the gene into a neighboring region of the same chromosome (N. Sugiyama, unpublished data). The hybridization technique reported here is not able to detect such rearrangements, as the genomic DNA is still physically present. Mapping strategies are better suited to detect these genomic rearrangements.

Smaller deletions were less reliably detected. Detection of small deletions is theoretically possible with reduced stringencies, but is limited by probe coverage of the gene models and deletion size. The Affymetrix Rice GeneChip^® ^design is limited by the coverage of probes for a gene model (usually 11 25-mers) and the distribution of those probes over a gene (Figure 1). Using DEB to induce mutations at the *rosy *locus in *Drosophila*, Reardon, *et al*. [26] found that 43% of the mutants were deletions ranging from 50 bp to 8 kb. DEB has also been reported to induce point mutations [27]; we observed point mutations after DEB mutagenesis of rice (Figure 5).

### Comparison with existing microarray detection methods

In other reports, expression data was used to detect genomic deletions [13]. We hybridized cDNA from the *spl1 *mutant G650 to the Agilent Rice 22 k Oligo expression array. This array represents approximately 22,000 rice genes with 60-mer oligonucleotides. Two genes, LOC_Os12g16540 and LOC_Os12g16720, were identified that were significantly down-regulated compared to wild type (see Additional file 1). These two genes were also detected as deleted by hybridization of the genomic DNA to the Affymetrix arrays (Figure 4). Indeed, LOC_Os12g16720 is the gene model that we identified as *Spl1 *(Figure 5). However, other genes shown to be deleted by hybridization of genomic DNA were not detected as deleted in the expression experiments. This is because relying on the absence of gene expression to detect a deletion assumes that the gene's expression would be detectable in wild type, which may not be the case. 

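In G650 genomic DNA, the 2 probe sets of CYP71P1 had 7 and 8 of 11 probes flagged. The wild type check had 1 and 2 flagged probes at these sets. CYP71P1 is matched to the paper's LOC_Os12g16720 through its synonym SL and its family, cytochrome P450. LOC4351944, which carries the cDNA AK072042 that the primer table pairs with LOC_Os12g16690, had 11 of 11 probes flagged in G650 and none in the wild type check. LOC_Os12g16540 and the expression array were not analysed here.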

Using hybridization data from genomic DNA, all genes in wild type will be equally represented, regardless of mRNA expression level.

The experimental design reported here to detect deletions differs from previous studies, e.g., Gong et al [16], in several ways. First, our approach does not require development of advanced genetic populations. Second, because our goal was to develop a community resource, which maintains information on all deletions in genomes of each mutant, even those not contributing to a phenotype (see below), we did not use a pooling strategy to mask deletions unrelated to the phenotype. Preservation of information in a genome browser on all deletions in the same lines is important for researchers investigating the functions of other genes. Finally, we used a single hybridization per mutant to reliably detect deletions, and show the availability of an allelic series provides an advantage in quickly delimiting deleted regions responsible for a phenotype (Figure 4).

In addition to differences in the experimental design, the analysis reported here differs from other reports. Like Gong et al. [16], our calls are based on differences between individual perfect match probe intensities when comparing mutant to wild type arrays. They relied on adjacent probes, while we relied on the proportion of probes within a probe set and an aggregation analysis. For a fixed log ratio threshold, if a proportion and number of adjacent probes are chosen such that both methods have the same TPR, the FPR level is frequently higher when using the adjacent probes criteria (Table 1 and Additional file 2). The higher FPR may occur because many of the probe sets on the array contain probes that overlap often by more than 10 bases. In a case where these overlapping probes represent a region of variable hybridization efficiency, a few overlapping (adjacent) probes may produce low signal, while the rest of the probe set does not. In this case, relying on the "adjacent probe" method for deletion detection increases the FPR. Finally, to accurately detect larger deletions, we also used an aggregation analysis to delimit the potential borders of deleted regions.

### Feasibility of producing a deletion stock database for reverse genetics

Our long-term goal is to build a set of mutant lines with mapped deleted genomic regions that would serve the rice genetics community as a tool to study traits governed by multiple genes (QTL). Results from the analysis of the *d1 *and *spl1 *mutants demonstrate that deletions in multiple gene models are reliably detected by single array hybridizations. These non-target deletions detected in individual experiments, accumulated over time, can collectively provide a useful database for retrieving mutations in genes or regions of interest.

The data presented in this study suggest that it is feasible to develop a database of characterized mutants with deletions that span regions of interest in the genome. Assuming a median of 38 deleted gene models predicted at 80% TPR based on the 14 mutants analyzed (616 deletions/14 mutants, Table 2) and an coverage of ~38,000 gene models using Affymetrix Rice GeneChip^® ^(based on version 5 of the TIGR annotation, , there is a 91% probability of detecting a deletion in each gene model at least once using only 3,000 mutants. 

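The median over the 14 lines of Tables 2 and 3 was 51 called probe sets, and over all 16 lines 72. The 14 lines sum to 2207, or 1217 without G282. At the level of named nuclear genes the same lines had between 0 in G6485 and 237 in G282, and most calls have no gene in the pairing used here. With a share of 0.6 or more the median was 36.5 over the 14 lines and 39.5 over the 16. With 0.4 or more it was 93 over the 14 lines and 144.5 over the 16.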

Currently, over 52,000 M_4 _mutant lines are maintained at IRRI; of these, approximately 15,000 are gamma ray-induced and 8,000 are fast-neutron-induced [4]. Thus, the available mutant collection is sufficient for near-saturation deletion mapping, provided that resources are available for analysis. Since a single array hybridization produces reliable data, the high costs usually associated with array experiments are minimized. Additionally, this collection will allow researchers to identify deleted regions that have been associated with QTL, presenting the possibility of using the collection to analyze the contribution of genes to complex phenotypes.

## Conclusion

This study demonstrates that deleted rice genes and genomic regions can be localized by hybridization of genomic DNA to oligonucleotide arrays. The approach is most reliable when used to detect mutations in single copy genes or large deletions, such as those produced by physical mutagens like gamma ray and fast neutron.

## Methods

### Mutants used in the study

A total of 14 mutants were used in this study; all were from the populations of mutants induced by treatment of the *indica *variety IR64 with DEB-treatment, FN or gamma ray (GR) exposure and were advanced to M_4 _or M_5 _lines prior to the experiment. Mutant *d1 *resulted from gamma ray mutagenesis and was confirmed to be deleted for the *RGA1 *gene by DNA blot analysis. The lesion mimic mutants, *spl1*, also known as *sl *(Sekiguchi lesion) [28], included six mutant lines, four of which had been confirmed by complementation tests to be allelic at the *spl1 *locus (D1137, D2943, G650 and F1856, DEB, GR and FN generated) and two genetically unconfirmed mutants (G9799 and F2045).

### Plant genomic DNA extraction and labeling

Genomic DNA was extracted from leaves of 45 day-old greenhouse-grown plants by CTAB extraction [29] and purified by cesium chloride gradient centrifugation [30]. The genomic DNA samples were assayed and quantified by spectrophotometry. Each sample was biotin labeled using the random priming method with BioPrime^® ^Array CGH Genomic Labeling System (Invitrogen, Carlsbad, CA) following the manufacturer's instruction. In brief, a total of 3 μg of genomic DNA from each sample was mixed with 40 μl of 2.5× random primer solutions. The final volume was adjusted to 88 μl with H_2_O. The reaction mix was denatured at 99°C for 5 min. Following the immediate cooling to 4°C, 10 μl of 10× dNTP mix containing biotin labeled dCTP and 2 μl of Exo Klenow fragments (80 units) were added to the reaction and incubated at 37°C for 2 h. Labeled DNA fragments were purified using the supplied column and assayed by gel electrophoresis prior to being applied to the arrays. Fragments of 100–200 bp were applied to the Affymetrix Rice GeneChip^® ^for hybridization.

### Target hybridization and image acquisition

Hybridizations were conducted according to Affymetrix standard protocol for eukaryotic target hybridization. Ten μg of biotinylated fragments were mixed in 200 μl with a final concentration of 0.1 mg/ml sonicated herring sperm DNA in a hybridization buffer with 100 mM 2-N-morpholino-ethane-sulphonic acid (MES), 1 M NaCl, 20 mM EDTA and 0.01% Tween 20, denatured at 99°C for 5 min and equilibrated at 45°C for 5 min prior to hybridization. The hybridization mix was then transferred into the Rice GeneChip^® ^cartridge and hybridized at 45°C for 16 h. The hybridized arrays were washed and stained using EukGE-WS2v5_450 protocol with an Affymetrix GeneChip Fluidics Station 450. The arrays were scanned twice and the intensities averaged with an Affymetrix GeneChip Scanner 3000 using GCOS 1.4.0.036 software (Affymetrix, Santa Clara, CA). The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus [31] and are accessible through GEO Series accession number GSE15071 .

### Data processing and analysis

Programming was done in R  and Bioconductor [32]. The "affy" package [33] was used to extract probe level information and examine diagnostics. In brief, the arrays were analyzed for spatial aberrations, congruence of signal distribution between arrays and variability in percentage of present calls across arrays [22]. Perfect match probe data was scale-normalized to the average of the wild type arrays. An R script was used to calculate log ratios versus wild type at the probe level. Probes meeting log ratio criteria (e.g., less than or equal to -0.8 log ratio on log_2 _scale) were flagged. Probe sets with more than 50% of probes meeting the defined log ratio criteria were called potentially deleted.

Analysis began with an initial combination of threshold (-0.8) and proportion (50%) values to generate a list of candidate deletions from individual arrays. Probe sets called deleted were aligned by BLAST [34] to the publicly available Nipponbare genome sequence [18] to identify location. For validation, sequence flanking the probe set location was used to design primers specific to the region. Genomic DNA from mutants and the wild type parent IR64 were used as template for PCR to confirm probe sets called deleted or not deleted on the arrays. PCR confirmation data from 112 amplifications was used to generate Table 1. TPR is calculated as the proportion of PCR-confirmed deletions that are correctly called by the analysis. FPR1 is calculated as the proportion of confirmed non-deletions incorrectly called deleted by the method. FPR2 is calculated by counting the number of probe sets meeting defined log ratio and proportion combinations for log_2_(WT_1_/WT_2_) and for log_2_(WT_2_/WT_1_), where wild type replicate 1 = WT1, and wild type replicate 2 = WT2. Primers used for validation are shown in Additional file 3.

### Aggregation analysis

Affymetrix rice probe sets were anchored to the Nipponbare genome using homology mapping of the probe sets to version 5 of the TIGR rice genome annotation gene models (data from ). The genome positions of the TIGR gene models were used for analysis in groups of genes along a chromosomal region. Probe sets mapped to multiple gene models were not included. The genome positions of the TIGR gene models were used for analysis in groups of genes along a chromosomal region. The ratios of deleted to non-deleted gene models within a predetermined genome block (0.5, 1.0 and 2.0 Mb) were compared to the genome-wide ratios using a Fisher exact test using a sliding window analysis with the window being shifted by one half block. Blocks significantly different from the fixed ratio (at p < 0.05) were declared as potentially contiguous deletions. Block size can be varied to determine deletion size with greater precision.

### Integration and visualization of deleted gene models and genomic regions using Generic Genome Browser

The coordinates of potential deletions in gene models and contiguous genome blocks were determined relative version 5 of the TIGR rice genome annotation . Probe set and deleted genome block information were coded using the General Feature Format (GFF version 2, or GFF2) and loaded directly into the genome visualization tool, Generic Genome Browser (GBROWSE) [35], which was preloaded with gene model annotation data. Each mutant with the corresponding GFF2 data was visualized against the rice genome as a separate track. Comparative visualization of the different mutants can be done by activating their respective track in GBROWSE.

### Tilling and sequence analysis

Tilling to identify SNPs was performed as described [36] using primers shown in Additional file 3. The putative gene conferring the *spl1 *phenotype, a cytochrome P450 family member, was amplified from mutants E16923, D1137, D2943, and wild type IR64 using gene specific primers (see Additional file 3). The amplicons were cloned into pGEM^®^-T Easy (Promega, Madison, WI), and the cloned PCR products were sequenced at the CSU Proteomics and Metabolomics Facility.

## Abbreviations

DEB: Diepoxybutane; FN: Fast neutron; GR: Gamma Ray; GBROWSE: GenericGenome Browser; (GFF): General Feature Format; (PM): Perfect match;(SNP): Single nucleotide polymorphism; (TILLING): Targeting induced local lesions in genomes.

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

MB, JB, GLW, HL, and JEL conceived, designed, and supervised various aspects of the study. MB, JB, and MGD performed the DNA preparations and microarray processing, and MB carried out all PCR validations. AB performed genetic analysis of mutants and NS performed TILLING analyses. MB, AH, RM, HL and JEL contributed to the analysis and interpretation of the data. MB, HL and JEL drafted the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Volcano plot of expression data from rice *spl1 *mutant G650 shows significant down-regulation of genes which are candidates for deleted genes.** Data are from dual channel hybridizations comparing two rice lines, the *spl1 *mutant G650 and the wild type IR64. mRNA was extracted from the youngest fully expanded leaf of six plants each. cDNA was labeled with Cy3 and Cy5 dyes and hybridized onto the Agilent Rice 22 k Oligo Microarray. By plotting the log_2 _ratio of mutant/wild type signal intensity (x-axis) versus 1/log_10 _of the p-value (y-axis) for four array hybridizations, potential deletions were identified because they exhibited large negative fold changes coupled with significant p-values. Two such deleted genes are LOC_Os12g16540 and LOC_Os12g16720 (black circles). These genes were confirmed to be deleted by PCR and by hybridization of genomic DNA to the Affymetrix Rice GeneChip (Figure 4). Indeed, other methods, such as TILLING and sequencing, indicate that LOC_Os12g16720 is *Spl1*. However, other genes shown to be deleted by the hybridization of genomic DNA, such as LOC_Os12g16650 (Figure 4) do not have significant p-values or large negative fold changes from the expression profiles, indicating that these genes may not have been expressed in wild type plants during the time the tissue samples were taken. Click here for file

Additional file 2 **True and false positive rates (TPR and FPR, respectively) for different log ratio [log2(mutant PM probe intensity/wild type PM probe intensity)] and adjacent probe combinations.** True and false positive rates for the analysis method reported by Gong, et al. [16] Click here for file

Additional file 3 **Oligonucleotide primers used for validation of deletions and amplification of Spl1-gene candidates.** Table of primers used in the study Click here for file

# Supplementary material for: Detection of genomic deletions in rice using oligonucleotide microarrays
**Source:** BMC Genomics. 2009 Mar 25;10:129. doi: 10.1186/1471-2164-10-129
**Supplement:** Additional file 2 — True and false positive rates (TPR and FPR, respectively) for different log ratio [log2(mutant PM probe intensity/wild type PM probe intensity)] and adjacent probe combinations. True and false positive rates for the analysis method reported by Gong, et al. [16]

**Additional file 2.** True and false positive rates (TPR and FPR, respectively) for different log ratio [log2(mutant PM probe intensity/wild type PM probe intensity)] and adjacent probe combinations.

| **Log2 ratio** | **Adjacent probes** | **TPRb** | **FPR1c** | **FPR2d** |
| --- | --- | --- | --- | --- |
| -0.6 | 2 | 0.9 | 0.06 | 0.039 |
| -0.6 | 3 | 0.867 | 0.012 | 0.003 |
| -0.6 | 4 | 0.733 | 0 | <0.001 |
| -0.6 | 5 | 0.633 | 0 | 0 |
| -0.8 | 2 | 0.833 | 0 | 0.013 |
| -0.8 | 3 | 0.8 | 0 | <0.0001 |
| -0.8 | 4 | 0.5 | 0 | <0.0001 |
| -0.8 | 5 | 0.4 | 0 | 0 |
| -1 | 2 | 0.833 | 0 | 0.0004 |
| -1 | 3 | 0.8 | 0 | 0.0002 |
| -1 | 4 | 0.433 | 0 | 0 |
| -1 | 5 | 0.367 | 0 | 0 |

aAnalysis based on PCR confirmation 30 deletions and 82 non-deletions using primers described in Table S2.

bTPR was calculated as the proportion of PCR-confirmed deletions that are correctly called by the analysis.

cFPR1 is the proportion of PCR-confirmed non-deletions, that are correctly called deleted by the analysis.

dFPR2 is the proportion of probe sets meeting defined log ratio and proportion combinations for the wild type replicates, i.e., log2(WT1/WT2) and for log2(WT2/WT1).

# Supplementary material for: Detection of genomic deletions in rice using oligonucleotide microarrays
**Source:** BMC Genomics. 2009 Mar 25;10:129. doi: 10.1186/1471-2164-10-129
**Supplement:** Additional file 3 — Oligonucleotide primers used for validation of deletions and amplification of Spl1-gene candidates. Table of primers used in the study

Additional file 3. Oligonucleotide primers used for validation of deletions and amplification of Spl1-gene candidates.

aTIGR Rice Genome Annotation: <http://www.tigr.org/tdb/e2k1/osa1/>

**b**F = forward primer, R = reverse primer

c TA = annealing temperature

How the deposited data were processed for this re-analysis (not part of the article)

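Genomic DNA of 16 IR64 mutant lines and of wild type IR64 was measured on the Rice GeneChip, with 1 array each. The authors averaged 2 scans of each array, scaled the perfect match signals to the average of wild type without background correction, took log2 ratios to wild type for each probe and flagged low probes. Their probe data were read with affy (submitters' processing notes, no version given). As deposited, each value is the share of a probe set's perfect match probes that the authors flagged after this scaling, a fraction from 0 to 1, for 57194 probe sets and 17 arrays; 1822 sets were at 0 in all arrays. The log ratio used for flagging is not given in the sources used here beside the values. Raw signals were not used, so signal over background is not known for any array, and the precision of a share is that of 11 probes.

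Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A probe set or gene was called at a share of 0.5 or more. Probe sets paired with exactly 1 gene were placed on chromosomes by the gene table of the ASM3414082v1 assembly, used for names and order only, and genes with several sets took the median. Clusters join called genes with at most 5 uncalled measured genes between them. Windows of 50 measured genes, moved by 25, were tested with a one-sided Fisher's exact test against the rest of the genome, with Benjamini-Hochberg adjustment over the 708 windows of an array and a threshold of 0.05. Genes shared by the 4 spl1 radiation lines were tested with 100000 circular shifts of each line's calls along the gene order (one-sided). DEB and radiation lines were compared with an exact permutation test of mean calls (two-sided). Calls were related to the mean share over genes outside clusters of 3 or more called genes, with 100000 permutations. No paired analysis was possible because each line has 1 array.

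Named genes follow a rule fixed before the data were examined: loci the paper names that can be matched, called members of the largest cluster of d1, of G282 and of the shared spl1 interval (up to 25 each), the 3 called genes with the highest shares of each other line (ties in gene order) with its largest cluster of 3 or more, genes called in the wild type check, group members (up to 4), and up to 5 genes called in 4 or more lines outside the spl1 set. Genes that flank a run, the remaining called genes of d1 and of the spl1 lines and the pair named in F1856 were added after their values were seen. Gene groups were to be tested by words in gene descriptions; with none in the tables used, those tests were left out, except for genes of the organelles, which were set by place. Control probe sets are not in the tables used.

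Alternatives were thresholds of 0.4 and 0.6, centring on the array median, subtraction of the wild type check, probe sets called in the wild type check or in 4 or more lines left out (89 sets), probe sets with exactly 1 gene, windows of 100 and 200 genes, gaps of 2 and 10 genes, the highest share over probe sets, and lines left out.

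The steps were tested on simulated data. In 50 simulated arrays on the same order of 17903 genes, deleted runs of 4, 6 and 14 genes were recovered with means of 3.98, 5.9 and 13.9 genes, and their window passed the threshold in 50 of 50 runs. Probes were flagged independently there, and outside the runs less often than in G282 and G6989, whose mean shares outside clusters were 0.143 and 0.214. Recovery in arrays with as many scattered calls was not simulated. The circular shift test passed 0.05 in 0 of 50 simulations with independent lists and in 50 of 50 with a shared segment. In the independent lists the called genes formed a short block in each list, and such blocks seldom overlap. With no shared gene the test gives its highest p, so that result was all but fixed in advance. Planting the same genes in every list likewise fixed the other result. These simulations therefore do not measure the error rate of the test on lists with scattered calls.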

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

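The tests on D1137, G6989, d1 and G650 in the paragraphs that follow were chosen after the calls of these lines had been seen, except for gene length, which was set before gene lengths were looked at.

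D1137 and G6989 have no column in Tables 2 and 3, and both have more called probe sets than the wild type check: 824 in D1137 and 1461 in G6989. The paper says that arrays far from wild type in its diagnostics were dropped. Whether the arrays of these lines were among them is not stated. In D1137 neighbouring measured genes were called together 9 times, against a mean of 5.11 in random placement (permutation p = 0.0716), and in G6989 22 times against 17.2 (permutation p = 0.143), so deletions of several neighbouring genes are neither shown nor excluded. Flags were spread over the whole array in G6989, whose mean share outside clusters (0.214) is the highest of the lines, and centring leaves 143 of its calls. A signal equally low at all probes would be removed by the scaling to wild type, so it cannot explain this. What raised the share across that array was not tested. The mean share of D1137 is 0.049, below that of lines with fewer calls, such as G6603 (0.0908). Called genes were shorter in D1137 (median 1564.5 bp against 3526 bp, permutation p = 0.0002) and longer in G6989 (3989 bp, permutation p = 0.0004), as they were in G282 (4266 bp, permutation p = 0.0002), so a bias with gene length remains open and goes the opposite way in D1137. A biological difference stays untested for both lines, since each has 1 array.

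The organelle genes stood out in lines the paper discusses for other genes: atpI had a share of 0.636 in d1 and 0.818 in G650, and cob had 0.818 in d1, each above the wild type check. d1 and G650 share 214 called probe sets, where independent lists of their sizes give 1.77. Lists of the same sizes simulated from the mean shares of the other lines gave at most 39. In the 20 simulations run for each pair of lines, d1 and G650 had at most 43. A wild type reference that is high at these sets would have to appear in other lines too, if the labels are right that all lines have the same reference, and 0 of the 214 (0%) were called in 7 or more of the other 14 lines. Less mitochondrial DNA in both lines runs against cob, with a share of 0 in G650, while less plastid DNA in both stays open, since atpI was called in each and is the 1 plastid gene measured. DNA present in several copies remains open. Of the shared sets, 50.9% end in _x_at or _s_at, names given to sets whose probes match more than 1 transcript. Among the calls of d1 alone the figure is 24.2% (Fisher's exact test, p = 1.21e-07). This may mean that repeated sequences differ between these plants and the wild type sample. Beyond the amount of organelle DNA, no biological explanation was tested.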

How the results depend on the processing

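The alternatives without D1137 and G6989, by gene symbol and without sets ending in _x_at or _s_at were chosen after the data were seen; all others were fixed before. The d1 run on chromosome 5 had 4 to 7 genes under its 9 alternatives (adjusted p from 4.57e-11 to 3.95e-06) and the G282 run on chromosome 7 had 13 to 15 under its 9 (6.82e-20 to 1.81e-06), each past its threshold throughout. Centring cannot change arrays with a median share of 0, which are all but G282, G6989 and the wild type check. The spl1 lines shared 3 or 4 genes with a permutation p of 1e-05 under both thresholds and subtraction (without LOC4351938 at 0.6 or more and with subtraction), and 4 under the highest share, which can only add genes. Sets with exactly 1 gene are the sets already used for genes, so that alternative repeats this result. Leaving out sets called in the wild type check or in 4 or more lines gave 0 shared genes (permutation p = 1), by construction, since it removes sets called in all 4 lines. Leaving out 1 line gave 4 to 8 shared genes, 8 without G650.

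Scaling by the spread of an array could not be computed, because that spread is 0 in 14 of 17 arrays, and it has no values for any result. The description-based gene groups were not run. Raw signals were not used, so what signal over background limits was not tested.

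Call counts moved by over 1.5 times as follows, and the cause was not tested except where fewer sets were counted. At 0.4 or more: D256 29, D1137 1478, D2943 22, G282 2178, G6485 57, G6603 482, G6686 91, G6728 69, G7534 284, G9799 95, G6989 3877, F2045 194, median 144.5, wild type check 90. At 0.6 or more: D256 5, D1137 447, D2943 3, G282 460, G6485 10, G6489 18, G6603 41, G6686 17, G6728 6, G7534 35, G6989 492, F2045 63, median 39.5, wild type check 0. Centred: G282 460, G6989 143, wild type check 0. Wild type check subtracted: D256 10, G282 544, G6603 66, G6686 19, G6728 7, G7534 52, G6989 727, F2045 67. Recurrent sets left out (fewer sets): G6485 14, G6728 8, G7534 59, G9799 27, F2045 64, median 45.5. Sets with exactly 1 gene (fewer sets): d1 22, D256 2, D1137 394, D2943 5, G282 459, G650 16, G6485 5, G6489 10, G6603 83, G6686 19, G6728 6, G7534 27, G9799 18, G6989 851, F1856 15, F2045 18, median 18.

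The difference between DEB and radiation lines (DEB minus radiation, 2.77) changed sign at 0.4 or more (-118), over the lines of Tables 2 and 3 (-169) and without D1137 (-268; leaving out 1 DEB line at a time gave -268 to 140), and p was 0.165 or more in all 12 alternatives. The relation of calls to the mean share lost its p under 0.05 with centring (r = 0.156, p = 0.551) and without the 2 farthest lines (r = 0.108, p = 0.696), and Pearson's r kept it in the other 5, from 0.614 to 0.889, while Spearman's rho kept it only at 0.4 or more (permutation p = 0.00371) and lost it at 0.6 or more (0.155), with subtraction (0.112), without G282 (0.138) and without D1137 and G6989 (0.173). The calls shared by d1 and G650 fell from 214 to 105 without sets ending in _x_at or _s_at, where fewer sets were counted. Of 46 named shares in runs, subtraction left 40 called and 6 not called, and centring left 13 of the 14 genes of G282 called.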

Differences from the paper's values

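None of the alternatives named in this part was chosen after the data were examined, and none is given as the paper's method. The paper's counts at a log ratio of -0.6 and a proportion of 0.5 (Table 3) stand beside called probe sets at a share of 0.5. Table 3 is headed as counts of probe sets. Its column for -0.6 equals the gene model totals of Table 2 in every line but G6603, so the paper's unit is not clear. The log ratio behind the shares used here is not known. The wild type check serves as the background. A gap is taken as closed where the values are within 1.5 times of each other. D2943 (8 here, 2 in the paper) is not listed, although the ratio is larger, because both counts lie under that of the wild type check (11). Of the lines compared here, centring can change the counts of G282 alone, since the median share of each other line is 0, and it is named for no other line.

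d1: 371 here, 168 in the paper; no alternative closes the gap. D256: 17 here, 2 in the paper; the gap closes under sets with exactly 1 gene (2), and it stays under a threshold of 0.6, subtracting the wild type check and leaving out recurrent sets. Under a threshold of 0.4 it moves away (29), though both values then lie under the wild type count of 90. G282: 990 here, 359 in the paper; the gap closes under a threshold of 0.6 (460), centring (460) and sets with exactly 1 gene (459), and it stays under a threshold of 0.4, subtracting the wild type check and leaving out recurrent sets. G650: 273 here, 123 in the paper; no alternative closes the gap. G6686: 32 here, 15 in the paper; the gap closes under a threshold of 0.6 (17), subtracting the wild type check (19) and sets with exactly 1 gene (19), and it stays under a threshold of 0.4 and leaving out recurrent sets. G7534: 90 here, 41 in the paper; the gap closes under a threshold of 0.6 (35), subtracting the wild type check (52) and leaving out recurrent sets (59), and it stays under a threshold of 0.4 and sets with exactly 1 gene. G9799: 54 here, 29 in the paper; the gap closes under a threshold of 0.6 (38), subtracting the wild type check (42) and leaving out recurrent sets (27), and it stays under a threshold of 0.4 and sets with exactly 1 gene. F2045: 110 here, 50 in the paper; the gap closes under a threshold of 0.6 (63), subtracting the wild type check (67) and leaving out recurrent sets (64), and it stays under a threshold of 0.4 and sets with exactly 1 gene.

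Table 2 and the sums drawn from it are given as gene models, while the values here are probe sets, so the units differ by name. For G6603 Table 2 of the paper has 63, Table 3 has 163, and the count here is 141; against Table 2 the gap closes under subtracting the wild type check (66) and sets with exactly 1 gene (83) and stays under a threshold of 0.4, a threshold of 0.6 and leaving out recurrent sets. Over the 4 spl1 radiation lines the paper's sum is 242 gene models and the sum here 485 probe sets, another unit; here no alternative closes the gap. Over the 13 lines of Table 2 without G282 the paper's sum is 616 gene models and the sum here 1217 probe sets; here the gap closes under a threshold of 0.6 (834) and subtracting the wild type check (852) and stays under a threshold of 0.4, leaving out recurrent sets and sets with exactly 1 gene.

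For the deletions, the paper's gene models stand beside measured called genes, a narrower unit. The paper's thresholds differ too: the legends of Figs. 2 to 4 give a log ratio of -0.8, and its deletions of d1 and G282 come from an aggregation analysis of genome blocks of fixed size in bases with a threshold of 0.05, while runs here are neighbouring genes at a share of 0.5 or more. The paper gives 30 gene models on chromosome 5 of d1, and 6 measured genes were called here (4 to 7 over the alternatives, all differing). On chromosome 7 of G282 the paper gives 46, and 14 were called here (13 to 15, all differing). In the region shared by the spl1 lines the paper gives 21 gene models, and 4 genes were called in all lines here (0 to 8 over the alternatives, all differing).

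In the wild type check the share of probe sets called at a share of 0.4 or more was 0.00157, and the paper gives 0.0002 for a log ratio of -0.8 and a proportion of 0.4 (Table 1). No alternative applies to this value, and the paper's value for -0.6 lies within 1.5 times of it.

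On chromosome 2 of d1 the paper describes a large deletion, and here 2 measured genes were called there, with no window of neighbouring genes past the test. Only 22 of the 371 called probe sets of d1 are paired with exactly 1 gene, so the test could miss that region and does not speak against it. The paper also states that putative deletions were found in all lines, and in G6485 the 23 called probe sets included no nuclear gene after the median over probe sets, and D2943 had fewer calls (8) than the wild type check (11).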

Other observations

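The groups by gene symbol, the pairs of lines and the comparison with Tables 1 and 3 were chosen after the data had been seen.

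Among genes named as heat shock proteins, 3 of 23 were called in D1137: HSP24.1 and HSP23.2 (share 0.636 each) and HSP22.3 (0.545). Random placement along the gene order gave a mean of 0.384 (permutation p = 0.0154, adjusted over 6 groups 0.0924). G6989 had 2 of 23 called, Hsp90 (0.727) and HSP16.9B (0.545), and also the kinase genes CIPK18 and CIPK20 (0.636 each), the histone gene H2B.10 (0.545) and the ribosomal protein genes RPS27AB (0.636) and RPS27AA (0.545). Of cytochrome P450 genes 1 of 29 was called in each spl1 radiation line, CYP71P1, with adjusted p from 0.145 to 0.175. No group passed an adjusted p of 0.05 in any of the lines tested, and the count stayed at 0 at a share of 0.4 or more and with each cluster counted once.

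Of the 120 pairs of lines, 85 shared more called probe sets than independent lists of their sizes give and 35 fewer. Most of the 35 shared 0 sets where independent lists give at most 0.673, so they show no shortfall. Since by the labels the lines have 1 reference in common, each pair was also simulated 20 times with flags drawn from the mean shares of the other 14 lines and with the lists kept at their sizes. Of the pairs, 25 lay above their highest simulated overlap and 95 did not. G282 and G6989 had 243 in common (25.3 for independent lists, highest simulated 208), d1 and G282 had 134 (6.42, highest simulated 79), and G9799 and F2045 had 43 (0.104, highest simulated 9). D1137 and G6989 had 43 in common (21.0, simulated mean 185.9), D1137 and G282 had 10 (14.3, simulated mean 123), and d1 and D1137 had 1 (5.34, simulated mean 59.5). The simulation takes the sets of a line to follow the other lines, so a count under it does not show that a pair shares nothing. LOC4352029 on chromosome 12 was called in 5 lines, at 0.545 in G9799, F2045, G282 and G6989 and at 0.636 in G6603. F2045 had a share of 0.545 at cob.

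The flagging log ratio was tested against Tables 1 and 3. Flagging at -0.8, with the same probe sets counted, would make the counts at a share of 0.5 equal to the table's column for that ratio, and in 15 of 15 arrays they were higher. More probe sets counted here than in the table could give that too, so these counts alone do not exclude -0.8. At RGA1 in d1 the share here was 0.909, beside the paper's 0.82 at -0.8. Flagging at -0.6 is a possible explanation for the wild type check: the share of its probe sets called was 0.00157 at 0.4 or more, beside the paper's 0.0015 for -0.6 and 0.0002 for -0.8 in Table 1. At 0.5 or more it was 0.000192, beside the paper's 0.0002 for -0.6 in Table 3, where Table 1 has a lower value. For the lines, flagging at -0.6 with more probe sets counted than in the table would put every count at or above the column for -0.6. In 11 arrays the count was higher and in 4 lower (G6485, G6489, G6603 and G6728), so this does not account for all arrays. G6603, with 141, is lower only against the 163 of Table 3, since Table 2 gives 63. The gaps were small in G6485 (23 beside 24), G6489 (32 beside 35) and G6728 (18 beside 24).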
